A study of Mus musculus with 19 samples.

How the data were processed

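RNA was sequenced from 9 livers of mouse embryos and from 10 tumours grown from the mouse cell line FL8 under the skin of NSG mice, an immunodeficient strain. The groups were taken from the genotype and treatment labels of each sample: 5 control and 4 fusion-overexpressing embryos, and 5 vehicle and 5 palbociclib tumours. Embryo libraries carry the numbers 1 to 9 of their labels and tumour libraries the numbers 1 to 5 within each treatment.

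The embryo table holds raw counts per gene symbol deposited by the authors for poly-A enriched RNA, per the file headers and the labels. Its 13549 genes have a count sum of at least 47 over the 9 libraries, so genes with few reads are not analysed here, and 126 of them lack a count in at least 1 library. A second block of columns of that table, in scaled fragments, is a rescaling of the same counts and was not used. The tumour files hold CPM (counts scaled to a total of 1000000) deposited by the authors, per the file headers, for 17606 Ensembl mouse gene IDs. Every tumour value was a whole multiple of the smallest one in its file, so that 100% of the values could be turned back into whole reads. The labels and headers name no aligner, counting tool, genome build or annotation, so that no coordinates are given. It is also not stated whether counting used strand or how reads shared by related genes were treated, and genes of multigene families or with an overlapping neighbour are therefore uncertain. GENCODE release M21 gave a symbol for 17469 of the 17606 tumour IDs and holds 13103 of the 13549 embryo symbols. The labels describe the control mice of the tumour experiment as given the methylcellulose carrier, while the series text speaks of injections with a saline buffer, and the wording of the labels was followed.

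Embryo counts were tested with edgeR 4.0.16 under R 4.3.3, with its quasi-likelihood test, TMM factors and the filter filterByExpr. The design written before the data were examined named the same test for the tumours if they held counts, and limma on log2(value + 1) if they held normalized values. Because the unit was CPM, tumours were tested with limma 3.58.1 (empirical Bayes with a trend) on log2(CPM + 1), for genes with a mean of at least 1 CPM. A fold change of a tumour gene is on the log2(CPM + 1) scale, which understates the change of low genes. Adjusted p-values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Means ± SD of embryo genes are CPM after TMM scaling, and those of tumour genes are CPM as deposited.

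Gene lists fixed before the data were examined were tested with camera of limma, two-sided, with a preset correlation of 0.01 between genes, and adjusted over 10 list tests. They were a cell cycle list, markers of fibrolamellar carcinoma, targets of protein kinase A (PKA) and CREB, hepatocyte genes, haematopoietic genes (embryos) and interferon and antigen presentation genes (tumours). The fry test and camera with an estimated correlation were alternatives. Mean list levels per library were compared in two-sided exact permutation tests, which formed a family of 13 with other tumour measures. Marker lists of muscle, fat, skin, pancreas, endothelium, macrophages and fibroblasts served as checks of composition, and Xist and Y-linked genes showed the sex of each embryo.

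The genes named were chosen by a rule written before the data were examined. Genes given in the design were always named. Among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, the 5 with the largest rise and the 5 with the largest fall were named. Where none passed, the 3 with the smallest p in each direction were named. Up to 3 members of each list past the threshold were added.

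Library depth, with M for 1000000, ranged from 7.66 to 45.6 M counts in the embryos and from 2.96 to 43.1 M recovered reads in the tumours. A count of 3 was taken as the floor, which is 0.0658 to 0.392 CPM in the embryo libraries and 0.0695 to 1.01 CPM in the tumour libraries. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of libraries in a group agreed within counting noise, the lowest chi-square per degree of freedom being 12.5, so each library was counted as 1 replicate.

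Both fits were tested on simulated data drawn from the real means and library sizes with 4-fold changes. In the embryo design 195 of 197 changed genes were recovered among 250 calls, of which 10 were unchanged genes and 45 members of the shifted list. In the tumour design 141 of 184 changed genes were recovered among 157 calls, of which 11 were unchanged genes and 5 members of the shifted list. A list shifted by 1 on the log2 scale was recovered as 0.94 and 0.96, and no other list passed the threshold. The simulated genes were drawn independently of each other and without a library batch. False list calls from correlated genes were therefore not tested in this way.

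The alternatives were other size factors, a pseudocount of 0.1, no filter, a filter at a mean of 10 CPM, DESeq2 1.42.0, limma-voom with quality weights, each replicate left out in turn, the replicate number as a block for the tumours, and Xist or the haematopoietic list as a covariate for the embryos. Others were chosen after seeing the data: the share of ribosomal protein counts as an embryo batch with a split at 8.5%, removal of a length and GC trend, edgeR on the recovered tumour reads, TMM-scaled CPM, tumours without mitochondrial genes, and tumours without vehicle 1 and vehicle 5.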

Results

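Gene expression was measured by RNA sequencing in a pair of mouse models of fibrolamellar carcinoma, a liver cancer driven by a fusion of the chaperone gene DNAJB1 with PRKACA, which encodes the catalytic subunit of protein kinase A (PKA). The first experiment used livers of embryos shortly before birth. In the fusion group a DNAJB1-PRKACA cDNA with a GFP reporter, placed in the Rosa26 locus, was switched on in the liver by Cre recombinase under the albumin promoter. There were 5 control and 4 fusion embryos, with 7.66 to 23.1 M (1000000) counts per control library and 13.5 to 45.6 M per fusion library. The second experiment used FL8 cells, a line from these models, implanted in gelatin capsules under the skin of NSG mice. Mice were randomized once the mean tumour size was 75 mm3 and received the carrier or palbociclib, an inhibitor of the kinases CDK4 and CDK6, at 75 mg/kg by mouth for 3 days, followed by 4 days off treatment. There were 5 tumours per treatment, with 2.96 to 33.9 M reads per vehicle library and 24.9 to 43.1 M per palbociclib library. The labels do not say whether this cycle was repeated or when tumours were collected.

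The embryo libraries differed in ways that their genotype does not explain. Ribosomal protein genes took 9.20% to 9.65% of the counts in control 1, control 2, fusion 8 and fusion 9 and 5.97% to 7.59% in the other 5 libraries. A test of these 4 libraries against the other 5 gave 2631 genes past the threshold in edgeR, more than the genotype comparison below. The split was treated as a library batch, but whether its source is technical was not tested. The mean log2 CPM of the haematopoietic list also separated these libraries, at 7.87 to 7.95 in the 4 and 7.64 to 7.75 in the other 5. A different share of blood-forming cells thus stays open as a source of the split. Both groups were present in each batch. The embryos also differed in sex: Xist was at 162 to 448 CPM in control 1, control 2 and fusion 6, 7 and 8, and at 0.242 to 0.534 CPM in the other 4 libraries, which expressed Y-linked genes.

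The first comparison asks which genes change in the fetal liver when the fusion is expressed. Prkaca, whose sequence forms the kinase part of the transgene, was at 36.3 to 50.5 CPM in the 5 control and 52 to 114 CPM in the 4 fusion livers, so that every fusion library lay above every control library. Its log2 fold change was 0.78 ± 0.22 (SE; edgeR adjusted p = 0.0379). Dnajb1 rose from 46.9 ± 4.78 (SD, n = 5) to 63.0 ± 9.28 CPM (SD, n = 4), a log2 fold change of 0.42 ± 0.13 (SE; edgeR adjusted p = 0.0493), with overlapping groups. Both calls were close to the threshold in this fit. The library batch as a covariate, chosen after seeing the data, gave edgeR adjusted p-values of 0.00728 for Prkaca and 0.00647 for Dnajb1. DESeq2 gave adjusted p-values of 0.00869 and 0.0131. Among 7 alternatives Prkaca lost its call in 1 and Dnajb1 in 3. With Xist as a covariate the edgeR adjusted p was 0.0827 for Prkaca and 0.0880 for Dnajb1, and without fusion 6, at 114 CPM the library with the most Prkaca, the log2 fold change of Prkaca was 0.49 (edgeR adjusted p = 0.0694). Leaving out a single embryo took Prkaca past the threshold no longer in 6 of 9 fits, those without control 1, 3, 4 or 5 or fusion 6 or 7, and Dnajb1 in 7 of 9, those without control 1, 2, 3 or 4 or fusion 6, 7 or 8, with log2 fold changes of at least 0.49 and 0.34. The Prkaca rise was 1.23 on the log2 scale within the batch of control 3 to 5 and fusion 6 and 7 (edgeR adjusted p = 0.00164), and 0.19 within the batch of control 1 and 2 and fusion 8 and 9 (edgeR adjusted p = 0.367). In the former batch the 3 controls were male and both fusion embryos female, so that genotype and sex cannot be separated there. How far reads of the transgene count towards either mouse gene is not stated.

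Of 13316 genes tested, 1704 had an adjusted p under 0.05 in edgeR, 797 of them higher and 907 lower in fusion livers, and 524 also changed by at least 1 on the log2 scale. The groups did not overlap for 2199 genes, 16.5% of those tested, against 1.59% by chance. Adding the library batch as a covariate raised the count most, to 4345 genes, among which were all 1704. It was 969 without control 3, 1107 without fusion 7 and 987 without fusion 8. Within the batches edgeR gave 2589 and 2950 genes. The latter count is that of the batch where genotype and sex coincide.

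Of the 5 largest rises, all but that of Pck1 were at genes with little or no expression in controls. Dapl1 had at most 1 count in any control library and was at 3.30 ± 0.841 CPM (SD, n = 4) in fusion livers, at least 8.42-fold higher (edgeR adjusted p = 1.18e-05). Elfn1 was at 0.108 ± 0.161 CPM (SD, n = 5) in control and 22.4 ± 5.59 CPM (SD, n = 4) in fusion livers. The other named rises were Ttyh1 with a log2 fold change of 6.76 ± 0.36 (SE), Nnmt with 6.60 ± 0.42 (SE) and Pck1 with 5.32 ± 0.62 (SE), from 25.8 ± 20.6 (SD, n = 5) to 1043 ± 394 CPM (SD, n = 4), each with an edgeR adjusted p of 0.000519 or less. The largest fall was that of Cyp2e1, from 189 ± 44.9 (SD, n = 5) to 13.9 ± 20.7 CPM (SD, n = 4), a log2 fold change of -3.79 ± 0.83 (SE; edgeR adjusted p = 0.0141). In the fusion group Cyp2e1 was at 44.9 CPM in fusion 9 and at 1.56 to 5.16 CPM in the others, and without fusion 9 the log2 fold change was -5.79. The other 4 named falls, Serpina3m, Serpina3n, Serpina5 and the pseudogene Serpina4-ps1, had log2 fold changes of -3.71 to -3.67 and edgeR adjusted p-values of 0.00722 or less. These belong to a family of similar genes, so that reads may have been divided among them in an unknown way, and Cyp2e1 and Pck1 also have relatives.

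**Figure D1:**
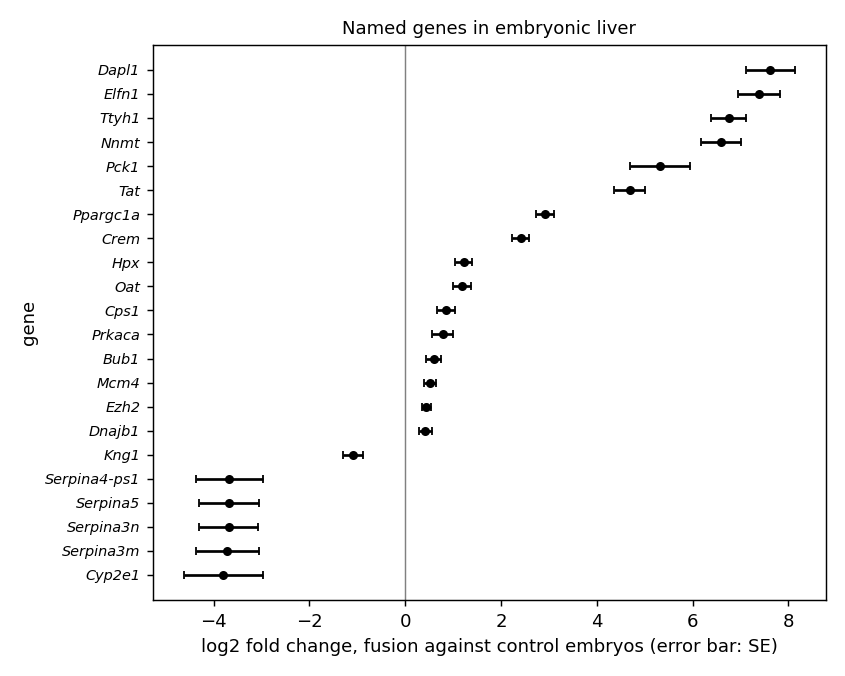
Log2 fold change of each named gene, fusion against control embryos, in edgeR; points are estimates and bars the standard error. Values run from -3.79 for Cyp2e1 to 7.62 for Dapl1, whose fitted value depends on a control group at the counting floor.

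The list of PKA and CREB targets was higher in fusion livers. The median log2 fold change of its 20 genes was 0.78, against -0.01 over all genes tested, and 17 of the 20 were higher (camera in limma, adjusted p = 1.64e-08). Of these, 10 passed the threshold over all genes and 13 when adjusted over the list alone, 12 of these higher. The mean log2 CPM of the list was 3.68 ± 0.20 (SD, n = 5) in control and 4.96 ± 0.23 (SD, n = 4) in fusion livers, with no overlap (two-sided exact permutation test, p = 0.00794, the smallest the design allows; adjusted p = 0.0344 over 13 tests). The list median was 0.73 in one batch and 0.75 in the other. Its members with the smallest adjusted p were Ppargc1a, from 8.19 ± 0.999 (SD, n = 5) to 61.7 ± 16.3 CPM (SD, n = 4), Tat, from 11.1 ± 4.09 (SD, n = 5) to 289 ± 82.3 CPM (SD, n = 4), and Crem, from 5.21 ± 0.671 (SD, n = 5) to 28.0 ± 6.72 CPM (SD, n = 4), with edgeR adjusted p-values of 2.83e-05 or less. Fry gave the list an adjusted p of 0.000252, and camera with an estimated correlation one of 0.0880.

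**Figure D2:**
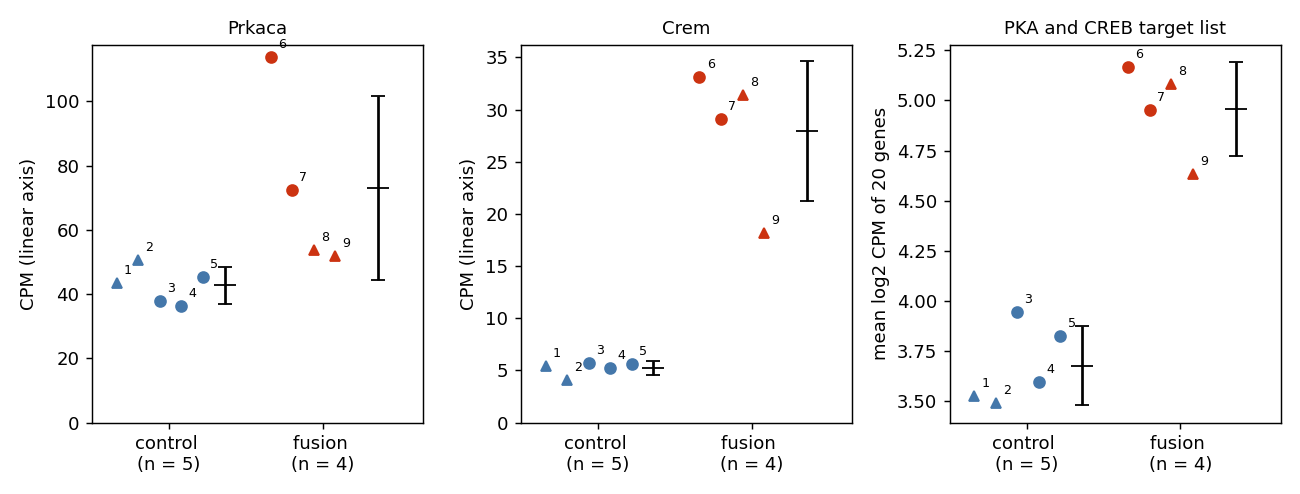
Prkaca and Crem in CPM and the mean log2 CPM of the 20 tested genes of the PKA and CREB target list, per embryo library; numbers are library numbers, triangles the 4 libraries with the higher ribosomal protein share, and black marks the mean ± SD of a group. Crem lies at 4.04 to 5.69 CPM in control and 18.2 to 33.1 CPM in fusion livers.

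The cell cycle list had a median log2 fold change of 0.20, and 47 of its 55 genes were higher in fusion livers (camera in limma, adjusted p = 0.000228). Its 7 members past the threshold over all genes were also the count when adjusted over the list alone, and included Ezh2, Mcm4 and Bub1 with log2 fold changes of 0.44, 0.52 and 0.59. Bub1 lost its call without control 1 or 3 or fusion 6, 7 or 8, with log2 fold changes of 0.52 to 0.61. The list call did not hold under fry (adjusted p = 0.167) or an estimated correlation (adjusted p = 0.550), and the mean level of the list differed with an exact permutation p of 0.0317, or 0.103 adjusted over 13 tests. Within batches its median was 0.04 in the batch of control 1 and 2 and fusion 8 and 9, and 0.28 in the other, where genotype and sex coincide. The remaining embryo lists passed no threshold. The hepatocyte list had a median of -0.20 (camera in limma, adjusted p = 0.330), with 8 genes past the threshold over all genes and 11 adjusted over the list alone, although single members moved in both directions: Hpx rose by 1.22 and Cps1 by 0.85, while Kng1 fell by 1.09 on the log2 scale. The haematopoietic list had a median of -0.11 (camera in limma, adjusted p = 0.928), with 0 genes past the threshold over all genes or adjusted over the list alone and 6 at an unadjusted p under 0.05, and the 9 tested genes of the fibrolamellar carcinoma list a median of -0.00 (camera in limma, adjusted p = 0.372). In the latter list 3 genes passed over all genes and also adjusted over the list alone. They were Prkaca and Dnajb1, the genes of the fusion itself, and Oat, which was at 33.5 ± 5.25 (SD, n = 5) in control and 76.4 ± 19.1 CPM (SD, n = 4) in fusion livers (edgeR adjusted p = 0.00233).

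The second comparison asks how FL8 tumours differ after palbociclib. The vehicle libraries were less alike than the palbociclib libraries. Mitochondrial genes took 46.6% of the reads in vehicle 1 (Wilson 95% interval 46.6% to 46.6%) and 1.24% to 6.47% in the other 9 tumours, and vehicle 5 had 2.96 M reads. No gene of 12829 tested had an adjusted p under 0.05 in limma, the smallest being 0.953. At an unadjusted p under 0.05 there were 586 genes, where 641 are expected by chance, 478 higher and 108 lower. DESeq2 on the recovered reads moved this count most, to 5 genes, and edgeR on the recovered reads gave 0 genes. In these CPM values the median log2 fold change of all genes was 0.14 and 68.8% of genes were higher after palbociclib. With TMM factors these were 0.01 and 51%, so list changes are also given relative to the median of all genes.

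None of the genes set out in the design passed the threshold. Mki67, a proliferation marker, was at 41.4 ± 22.2 (SD, n = 5) in vehicle and 60.6 ± 22.4 CPM (SD, n = 5) in palbociclib tumours (limma adjusted p = 0.953). Ccnd1, the cyclin partner of the drug targets, was at 72.9 ± 28.8 (SD, n = 5) and 128 ± 33.5 CPM (SD, n = 5; limma adjusted p = 0.953), a log2 fold change of 0.87 ± 0.29 (SE). Log2 fold changes were -0.06 ± 0.21 (SE) for Cdk4 and 0.16 ± 0.34 (SE) for Cdk6. The value of Ccnd1 was 0.63 to 1.05 with a single tumour left out and 0.61 to 0.88 over its alternatives, past no threshold in any. The other 3 leaned on single tumours and on the processing: that of Mki67, 0.69, was 0.34 without vehicle 4 and 0.18 in limma-voom, that of Cdk4 -0.13 without vehicle 3, -0.00 without vehicle 4 and -0.25 in DESeq2, and that of Cdk6 0.36 without palbociclib 2 and 0.03 without vehicle 5. The smallest unadjusted p-values among rises belonged to Kif20a, H2-Q1 and Pif1, with log2 fold changes of 1.64, 1.47 and 1.57, and among falls to Actn3, Kctd12 and Isg15, with -1.96, -1.55 and -1.08. All 6 are past no threshold in limma. H2-Q1 belongs to a family of near-identical genes, so its count is uncertain.

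The cell cycle list was higher after palbociclib. Its median log2 fold change was 0.80, or 0.66 above the median of all genes, and 51 of 53 genes were higher (camera in limma, adjusted p = 1.17e-23). Over all genes 0 of its genes passed the threshold, 31 had an unadjusted p under 0.05 and 22 passed when adjusted over the list alone. The mean log2(CPM + 1) of the list was 3.12 ± 0.47 (SD, n = 5) in vehicle and 3.91 ± 0.21 (SD, n = 5) in palbociclib tumours, with no overlap (two-sided exact permutation test, p = 0.00794, the smallest the design allows; adjusted p = 0.0344 over 13 tests). The gap was narrow, with vehicle 3 at 3.66 and palbociclib 4 at 3.68. These means use CPM as deposited and were not recomputed under another scaling. The TMM factor was 1.04 in palbociclib 4 and 1.00 in vehicle 3. Haemoglobin genes took 9.50% of the reads in vehicle 3 and 0.779% in palbociclib 4. Correcting for either would move these 2 tumours towards overlap, so the separation may not hold under other scaling. Fry gave an adjusted p of 0.0362 and camera with an estimated correlation one of 0.0880.

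**Figure D3:**
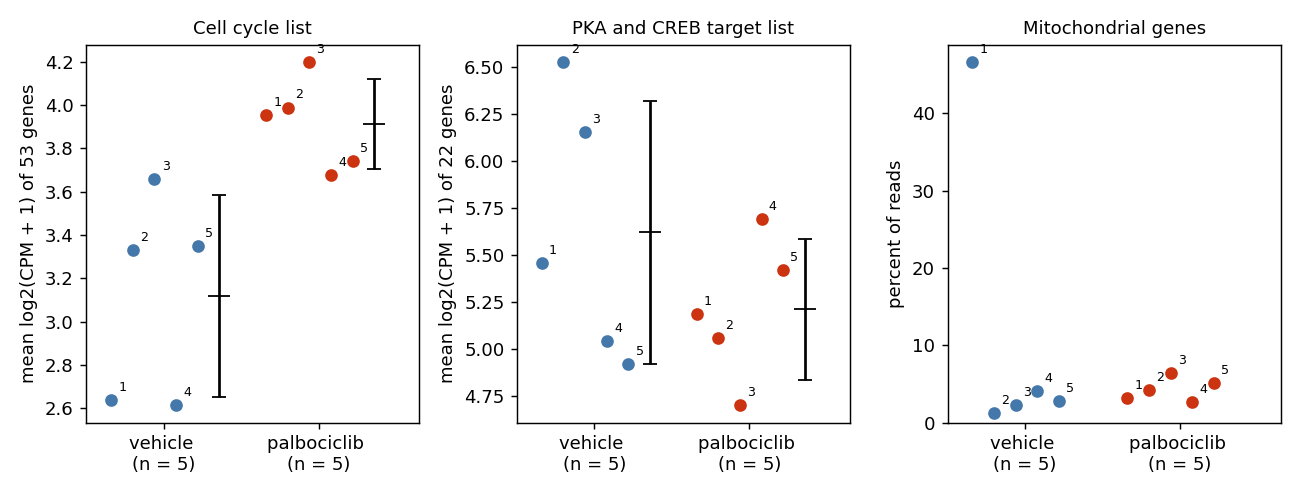
Mean log2(CPM + 1) of the cell cycle list and of the PKA and CREB target list, and percent of reads on mitochondrial genes, per tumour; numbers are tumour numbers and black marks in the first 2 panels the mean ± SD of a group. Palbociclib tumours lie at 3.68 to 4.20 for the cell cycle list and vehicle tumours at 2.61 to 3.66.

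Of the other tumour lists, 3 gave calls under camera that held under neither fry nor an estimated correlation. The PKA and CREB target list had a median of -0.54, or -0.68 relative to all genes (camera in limma, adjusted p = 1.92e-06), but its mean level per tumour overlapped between treatments (exact permutation p = 0.302), and its median was -0.32 without vehicle 2. The hepatocyte list had a median of 0.41, or 0.26 above all genes (camera in limma, adjusted p = 0.0104), which was 0.08 without vehicle 1 (adjusted p = 0.576), 0.39 without palbociclib 2 (adjusted p = 0.175) and 0.34 without palbociclib 4 (adjusted p = 0.0664). The interferon and antigen presentation list had a median of -0.09, or -0.23 relative to all genes (camera in limma, adjusted p = 0.000868), and lost its call without vehicle 1 (median -0.04), vehicle 5 (0.05; adjusted p = 0.271) or palbociclib 2 (0.04). The fibrolamellar carcinoma list had a median of 0.23, with an adjusted p of 0.71 in camera, which gave it the direction lower, and higher without vehicle 1 (median 0.13) or palbociclib 1 (0.16). Its median was -0.13 with TMM factors. In these 4 lists 0 genes passed the threshold over all genes. Adjusted over the list alone 2 passed in the last list and 0 in the other 3, which had 3, 0 and 1 genes at an unadjusted p under 0.05.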

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

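The sets of libraries were screened for single libraries far from the rest of their group, over library measures, list means and named genes. Of 100 groups of values 17 held such a library, where chance gives 5, and values of related genes are not independent. The tests on vehicle 1 were chosen only after the result was seen, and those on the response of fusion 9, on sex and on depth were set up for values already noticed but written before their own outcome was known.

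Fusion 9 stood apart from the other fusion embryos at 4 named genes. It had 44.9 CPM of Cyp2e1 against 1.56 to 5.16, 11 CPM of Serpina3m against 0.646 to 2.37, 18.2 CPM of Serpina4-ps1 against 1.07 to 3.44, and 14.1 CPM of Elfn1 against 24.2 to 26.2. In each case it was the fusion library nearest to the controls. To see whether this reaches beyond these genes, calls with an absolute log2 fold change of at least 1 were made without a given fusion embryo, and the change of that embryo was expressed as a percent of that of the others. Fusion 9 moved 58.2% as far over 634 genes, 63.6% for rises and 53.9% for falls, while fusion 6, 7 and 8 moved 111%, 98.1% and 110%. This is consistent with a weaker response of the whole liver in fusion 9. Its library batch alone does not account for it, since fusion 8 of the same batch moved 110%. Fusion 9 was also the only male among the fusion embryos. Cyp2e1 was at 218 CPM on average in the 3 male controls and at 146 CPM in the 2 females, with 138 CPM as the lowest. The male controls were all in one library batch and the females in the other, so this comparison cannot separate sex from batch. Sex and batch together did not set Cyp2e1 levels that far apart in the controls. A response to the fusion that depends on sex cannot be told apart from a property of this one embryo. Incomplete recombination or an admixture of other tissue were not tested.

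Vehicle 1 had 46.6% of its reads on mitochondrial genes, against 1.24% to 4.12% in the other vehicle tumours, and the lowest mean of the hepatocyte list, 8.95 against 10.2 to 10.4. The mitochondrial reads take up the CPM total and lower every other gene. With mitochondrial genes left out the hepatocyte list of vehicle 1 still lay 0.39 below the lowest other tumour (a difference of -0.39), so this explains only part of the fall. The macrophage markers went the other way: with mitochondrial genes left out their mean was 8.06, which is 3.33 above the highest of the other 9 tumours, with Lyz2 at 1669 CPM against 43.8 to 262 and C1qa at 811 CPM against 13 to 47.1. Endothelial (5.67), fibroblast (4.34) and skeletal muscle markers (3.42) were also above all other tumours, while fat, skin and pancreas markers were not. A larger share of host tissue in this piece is a candidate explanation for these markers. Whether it also explains the mitochondrial share is open: over the other 9 tumours the macrophage mean and the mitochondrial share had a Pearson r of 0.498 (permutation p = 0.174) and a Spearman rho of 0.500 (permutation p = 0.179), and without the 2 tumours farthest from the median r was 0.259. RNA damage could also raise it and was not tested. No biological explanation from the treatment applies, since the other vehicle tumours do not share it.

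Several library measures reflect depth. Fusion 6 had 45.6 M counts against 13.5 to 16.4 M in the other fusion libraries. Genes detected were fewest in control 2, 13464 against 13534 to 13544, which had the smallest embryo total of 7.66 M, and in vehicle 5, 12788 against 15382 to 16401, which had 2.96 M reads. When every embryo library was drawn down to the smallest one, 1314 genes passed the threshold, 1239 of them shared with the 1704, so that unequal depth is unlikely to be the source of the embryo calls. With every tumour drawn down to vehicle 5, the cell cycle list had a median of 0.74.

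Palbociclib 3 was highest for Mki67, at 99.5 CPM against 45.6 to 57.8, and for Kif20a, at 28.1 CPM against 12.4 to 15.7. Both are cell cycle genes, and the list was also highest in this tumour, at 4.20. Palbociclib 5 had 27.8 CPM of Isg15 against 12.3 to 14, and the highest mean of the interferon and antigen presentation list, 5.78. No explanation was tested for these 3 values, and single tumours of one treatment give no contrast that the design names.

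The remaining ones are single control embryos. Control 3 had the lowest cell cycle mean, 5.54 against 5.80 to 5.89, and the most Serpina3m, 82.5 CPM against 36.5 to 46.2. Its Dapl1 value of 0.0470 CPM is 1 count where the others have 0, and control 5 had 0.393 CPM of Elfn1 against 0 to 0.0594. Control 2 had 4.04 CPM of Crem against 5.26 to 5.69. No explanation was tested for these, and the values of Dapl1 and Elfn1 lie near the counting floor.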

How the results depend on the processing

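The count of embryo genes past the threshold stayed within 1.5 times of 1704 under other size factors, no filter, a filter at 10 CPM, Xist as a covariate, removal of a length and GC trend, DESeq2 and limma-voom, from 1213 to 2443. It was 524 with an added minimum log2 fold change of 1, which follows from the rule itself. It was 3732 with the haematopoietic list as a covariate (1754 higher, 1978 lower), 4345 with the ribosomal protein batch as a covariate (2143 higher, 2202 lower) and 4290 with that batch and Xist together, and the first 2 of these contained all 1704 genes. The batch settings were chosen after seeing the data. Across the 9 fits that each left out one embryo the count ran from 969 without control 3 to 1581 without fusion 9. The fits without fusion 7 (1107) and fusion 8 (987) were also more than 1.5 times lower, with fewer samples as one reason.

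Prkaca and Dnajb1 kept their direction in all 7 alternatives run for them, which leave out the haematopoietic covariate, batch with Xist and the length and GC trend, and in every fit without one embryo. They did not keep their side of the threshold throughout: Prkaca lost it in 1 of the 7 alternatives and Dnajb1 in 3. With the ribosomal protein batch as a covariate the edgeR adjusted p was 0.00728 for Prkaca and 0.00647 for Dnajb1. Under DESeq2 the adjusted p-values were 0.00869 and 0.0131. With Xist as a covariate Prkaca had a log2 fold change of 0.64 (edgeR adjusted p = 0.0827) and Dnajb1 one of 0.41 (edgeR adjusted p = 0.0880). Dnajb1 was at 0.40 with a filter at 10 CPM (edgeR adjusted p = 0.0669) and at 0.34 under limma-voom (adjusted p = 0.0628); the cause was not tested. Leaving out one embryo gave 0.49 to 0.91 for Prkaca, with 6 of 9 fits past the threshold no longer, and 0.34 to 0.51 for Dnajb1, with 7 of 9. The adjusted p of Prkaca ran from 0.0218 to 0.0860 over these fits and that of Dnajb1 from 0.0292 to 0.118.

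Among the embryo lists, the PKA and CREB targets kept their direction and their threshold in each of their 7 alternatives except an estimated correlation (median 0.78, adjusted p = 0.0880), with medians of 0.72 to 0.86 when one embryo was left out. The cell cycle list, with its median of 0.20, lost its call under fry (adjusted p = 0.167) and an estimated correlation (adjusted p = 0.550), and the cause was not tested. The haematopoietic list was never past the threshold. Its median was below 0 throughout, and the direction camera gave it changed to lower with a filter at 10 CPM (median -0.13), Xist as a covariate (-0.17), the ribosomal protein batch (-0.16) and fry (-0.11), and in 5 of 9 fits that each left out one embryo, whose medians ran from -0.20 to -0.00776. This is a sign change around 0 in a list whose members go both ways.

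No tumour gene passed the threshold in limma with a pseudocount of 0.1, no filter, a filter at 10 CPM, TMM-scaled CPM, mitochondrial genes left out or vehicle 1 and 5 left out together, in limma-voom, in edgeR on the recovered reads, or in any of the 10 fits that left out one tumour (0 to 0 genes). At an unadjusted p under 0.05 these settings, leaving aside single omissions, gave 357 to 1149 genes. DESeq2 on the recovered reads gave 5 genes, 3 higher and 2 lower; 294 genes had no adjusted p there. They are Kif20a, H2-Q1 and Actn3, named above, and Rpl17 and Nrgn, named after their values were seen. The cause of this difference was not tested. Rpl17 and H2-Q1 have near-identical copies. The scaling moved the share of genes higher after palbociclib from 68.8% to 51% with TMM factors, 51% without mitochondrial genes and 44.4% in edgeR on recovered reads.

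The numbers of the tumours do not pair them. The deviations of same-numbered tumours from their group means had correlations of -0.245, -0.317, -0.03, -0.01 and 0.00223 for the 5 numbers. With the replicate block limma gave 0 genes past the threshold and 460 at an unadjusted p under 0.05, the cell cycle list kept its median of 0.80, and no call changed.

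The tumour cell cycle list stayed higher in all 10 alternatives, with medians of 0.66 to 0.93, with mitochondrial and haemoglobin genes both left out, with a median of 0.63, and with one tumour left out, with medians of 0.64 without vehicle 4 to 0.93 without vehicle 3, and lost its threshold only under an estimated correlation (median 0.80, adjusted p = 0.0880; range over its alternatives 9.24e-28 to 0.0880). The PKA and CREB target list (median -0.54), the hepatocyte list (0.41) and the interferon and antigen presentation list (-0.0853) lost theirs under both fry (adjusted p = 0.522, 0.522 and 0.781) and an estimated correlation (0.296, 0.791 and 0.550). Without vehicle 1 and 5 together, chosen after seeing the data, the hepatocyte list had a median of 0.0354 (adjusted p = 0.201), the interferon list reversed to 0.0580 and Cdk6 to -0.10, and the cause was not tested. Leaving out one tumour gave medians of 0.0820 to 0.49 for the hepatocyte list, with 3 of 10 fits no longer past the threshold, and of -0.28 to 0.0458 for the interferon list, likewise with 3 of 10. The fibrolamellar carcinoma list was past no threshold. Its direction reversed under fry (median 0.23) and in 2 of 10 fits that left out one tumour, with medians of 0.0417 to 0.31.

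Of the named genes not set out in the design, 3 tumour genes passed the threshold under DESeq2, as given above. In the embryos 5 of 180 gene values with one embryo left out lost the threshold, and all 5 were Bub1. No other setting changed a call. Depth limits the tumour comparison through vehicle 5, where 3 counts are 1.01 CPM, about the filter of 1 CPM, so that low genes there are not detectable at this depth.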

Other observations

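The other splits of the libraries, the fits with libraries drawn down, the length and GC corrections of the lists and the search for lost transcripts were written down before their outcome was known. The tests of batch, handling, scaling, vehicle 1, graft and host shares and red cell genes were chosen only after the result was seen. So were the batch-balanced splits for the PKA and CREB target list and the embryo count with length and GC removed. For sex and blood-forming cells the covariate fits themselves were planned, and only their use against these explanations was chosen afterwards.

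Other splits of the same libraries were drawn, 100 for each experiment out of 126 possible. In the embryos 2 of 100 splits gave as many genes as the 1704 of the real one. The other was the split by ribosomal protein share, with 2631 genes, and 96 of the 99 others gave none. Since the batch can produce more calls than the genotype, the splits that put as many fusion libraries in each batch were fitted with the batch as a covariate: 1 of 60, the real one with 4345 genes, gave as many, and the highest other gave 1244. For the PKA and CREB target list 2 of 100 splits gave a camera p as small. The other set control 3 and all fusion embryos against the remaining controls. It was thus the real contrast with control 3 moved, not an unrelated regrouping. With the batch as a covariate a camera p as small came in 3 of 60 splits. Within batches this camera result alone thus does not set the real split apart from regrouping. How far the rival splits there overlap the real contrast was not examined. Without the covariate a camera p as small came in 30 of 100 splits for the cell cycle list and 55 for the fibrolamellar carcinoma list. It came in 54 for the hepatocyte list and 97 for the haematopoietic list. In the tumours every one of the 100 splits gave at least the 0 genes of the real one. For the cell cycle list 2 of 100 splits gave a camera p as small. The other had vehicle 3 in place of palbociclib 5 among the treated. For the remaining tumour lists it was 71 (fibrolamellar carcinoma), 10 (PKA and CREB targets), 45 (hepatocyte) and 35 (interferon and antigen presentation). The small adjusted p-values of camera for the embryo cell cycle list are thus within what regrouping gives. The same holds in the tumours for the PKA and CREB target, hepatocyte, and interferon and antigen presentation lists.

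The embryo calls were set against technical explanations. With the batch as a covariate 4345 genes passed, with Xist 1516, with the haematopoietic list 3732, with a length and GC trend removed from each library 1409, and with all libraries drawn down to 7.66 M counts 1314. None of these lowered the count by more than 1.5 times. For Xist, length and GC, and depth this argues against each as the whole source of the calls. The batch and the haematopoietic list were nearly balanced between the groups, so these covariates could hardly lower the count. The list mean was 7.79 in control and 7.80 in fusion livers. For these 2 the balance itself, not the count, argues against them as the whole source. For the PKA and CREB target list the median was 0.82 with the length and GC trend removed and 0.73 in the batch where it was lower. Handling of tissue raises immediate early genes, which make up 9 of the 20 members tested. These had a median of 0.59, with 7 higher, and the 11 other members, among them Pck1, Tat and Ppargc1a, one of 1.22, with 10 higher. The rise was thus not confined to the immediate early members. This cannot exclude handling or the time of collection, since whether the other members respond to them was not tested. A response of fetal hepatocytes to PKA activity is a hypothesis that stays open.

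Prkaca rose by 1.23 in one batch and 0.19 in the other on the log2 scale (edgeR interaction, a difference of 1.05). The edgeR adjusted p of this difference was 0.103 over 13316 genes, with 25 genes past the threshold, and 0.00237 over Prkaca and Dnajb1 alone, the genes fixed in the design. Both families were chosen after the values had been seen. The PKA and CREB target list had medians of 0.75 and 0.73. Per embryo, fusion 6 had the most Prkaca (114 CPM) and the highest list mean (5.17) and fusion 9 the least Prkaca (52 CPM) and the lowest list mean (4.63), while fusion 7 and fusion 8 had the reverse order, with 72.4 and 53.8 CPM and list means of 4.95 and 5.08. With 2 fusion embryos per batch, and all controls male and both fusion embryos female in the batch with the larger rise, batch, sex and the embryos cannot be told apart.

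Control 1 had 2 counts of Gt(ROSA)26Sor, the transcript of the locus that carries the transgene, or 0.116 CPM, under the floor of 0.169 CPM. The other 8 embryos had 3.52 to 15.2 CPM. Of 1980 other genes that stayed in this range in those 8 embryos, 0 were at or under 0.2 CPM in control 1, and the lowest was at 1.34 CPM, which argues against a chance loss. In GENCODE M21 its neighbours are Thumpd3 and Setd5, at 16.2 and 25.7 CPM in control 1. Thumpd3 overlaps it on the other strand, so a few of its reads may be counted to the wrong gene. A candidate explanation is that control 1 carried the unrecombined insertion on both chromosomes, whose stop cassette may end the native transcript. The genotype label says only that it is a control, and this was not tested. The gene was noticed after its values were seen.

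The higher cell cycle list after palbociclib, an inhibitor of the cell cycle, was tested against technical explanations. Its median was 0.72 without vehicle 1, 0.74 with all tumours drawn down to 2.96 M reads, 0.66 with TMM factors, 0.63 with the mitochondrial and haemoglobin genes left out and 0.73 with a length and GC trend removed, so these argue against each as the whole cause. If palbociclib tumours held a smaller share of host cells, and so a larger share of graft cells, host markers would fall alike. Instead 10 of 11 fibroblast genes were higher and 0 of 12 endothelial genes were, and fibroblast markers minus endothelial markers rose from -1.44 ± 0.17 (SD, n = 5) to -0.68 ± 0.44 (SD, n = 5; exact permutation p = 0.00794, adjusted p = 0.0344 over 13 tests). This contrast was chosen after the result was seen. The endothelial fall itself leaned on vehicle 1, with a list mean of 4.80. That mean was 3.15 to 4.20 in the other vehicle and 3.28 to 3.59 in the palbociclib tumours. If the fibroblast markers are those of host cells, their rise argues against the share of graft cells as the whole cause. If they are those of the graft, a larger graft share could itself raise them while endothelial markers fall. Their source was not tested. Of the macrophage genes 5 of 12 were higher, with vehicle 1 included, and other red cell genes differed by -1.55 (exact permutation p = 0.103). More cells with fibroblast markers, whether of the host or the graft, stay open. The hepatocyte genes, which graft cells express, did not decide it: the cell cycle mean minus the hepatocyte mean was -6.93 ± 0.56 in vehicle and -6.50 ± 0.29 in palbociclib tumours (exact permutation p = 0.167, n = 5 each), and without vehicle 1 the hepatocyte list had a median of 0.08 and the cell cycle list one of 0.72. A candidate biological explanation is a return to division during the 4 days off treatment. The time of collection is not given, and this was not tested.

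In the tumours the immediate early members of the PKA and CREB target list moved apart from the others. Their median log2 fold change was -0.92, with 0 of 11 higher, against 0.12 for the other 11 members, with 6 higher. None passed the threshold in limma. No explanation was tested.

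Haemoglobin genes took 3.19 ± 3.75% of the reads in vehicle (SD, n = 5) and 0.551 ± 0.287% in palbociclib tumours (SD, n = 5), with 9.50% in vehicle 3 as the highest. On the log2 scale the difference was -1.66 (exact permutation p = 0.198, adjusted p = 0.320 over 13 tests). Other red cell genes differed by -1.55 (exact permutation p = 0.103). Blood in the tissue is a candidate explanation, but 5 tumours per treatment do not decide whether it differs between treatments.

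The marker lists used as checks gave the following shifts. In the embryos the median log2 fold change was -0.37 for 4 muscle genes, 0.35 for 5 fat genes, -0.03 for 4 skin genes, 0.64 for 2 pancreas genes, -0.04 for 12 endothelial genes, -0.20 for 12 macrophage genes and -0.39 for 10 fibroblast genes. In edgeR 4 fibroblast, 2 fat and 1 pancreas genes passed the threshold. The mean log2 CPM of the fat list was 2.99 to 3.63 in control and 3.95 to 4.70 in fusion livers. This list holds Pck1, which is also a PKA and CREB target, and its other member past the threshold, Plin4, was lower. In the tumours the median log2 fold change was 0.26 for 4 muscle genes, 0.39 for 7 fat genes and -0.06 for 3 skin genes. It was 0.26 for 1 pancreas gene, -0.33 for 12 endothelial genes, -0.12 for 12 macrophage genes and 0.44 for 11 fibroblast genes. The median of all genes was 0.14. Vehicle 1 had a macrophage mean of 7.16, against 3.27 to 4.05 in the other vehicle and 3.67 to 4.67 in the palbociclib tumours. The macrophage shift below 0 thus leaned on vehicle 1. Its endothelial mean of 4.80 and fibroblast mean of 3.54 were also the highest of the vehicle tumours. The endothelial shift below 0 thus leaned on it too, while its fibroblast mean worked against the fibroblast rise.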
